# The oncogenic kinase TOPK upregulates in psoriatic keratinocytes and contributes to psoriasis progression by regulating neutrophils infiltration

**DOI:** 10.1186/s12964-024-01758-9

**Published:** 2024-08-01

**Authors:** Fanfan Zeng, Shuaixian Du, Mengjun Wu, Chan Dai, Jianyu Li, Jinbiao Wang, Guoyun Hu, Pengcheng Cai, Lin Wang

**Keywords:** Psoriasis, Keratinocytes, Neutrophils, TOPK, Targeted therapy

## Abstract

**Background:**

T-LAK cell-oriented protein kinase (TOPK) strongly promotes the malignant proliferation of cancer cells and is recognized as a promising biomarker of tumor progression. Psoriasis is a common inflammatory skin disease featured by excessive proliferation of keratinocytes. Although we have previously reported that topically inhibiting TOPK suppressed psoriatic manifestations in psoriasis-like model mice, the exact role of TOPK in psoriatic inflammation and the underlying mechanism remains elusive.

**Methods:**

GEO datasets were analyzed to investigate the association of TOPK with psoriasis. Skin immunohistochemical (IHC) staining was performed to clarify the major cells expressing TOPK. TOPK conditional knockout (cko) mice were used to investigate the role of TOPK-specific deletion in IMQ-induced psoriasis-like dermatitis in mice. Flow cytometry was used to analyze the alteration of psoriasis-related immune cells in the lesional skin. Next, the M5-induced psoriasis cell model was used to identify the potential mechanism by RNA-seq, RT-RCR, and western blotting. Finally, the neutrophil-neutralizing antibody was used to confirm the relationship between TOPK and neutrophils in psoriasis-like dermatitis in mice.

**Results:**

We found that TOPK levels were strongly associated with the progression of psoriasis. TOPK was predominantly increased in the epidermal keratinocytes of psoriatic lesions, and conditional knockout of TOPK in keratinocytes suppressed neutrophils infiltration and attenuated psoriatic inflammation. Neutrophils deletion by neutralizing antibody greatly diminished the suppressive effect of TOPK cko in psoriasis-like dermatitis in mice. In addition, topical application of TOPK inhibitor OTS514 effectively attenuated already-established psoriasis-like dermatitis in mice. Mechanismly, RNA-seq revealed that TOPK regulated the expression of some genes in the IL-17 signaling pathway, such as neutrophils chemokines CXCL1, CXCL2, and CXCL8. TOPK modulated the expression of neutrophils chemokines via activating transcription factors STAT3 and NF-κB p65 in keratinocytes, thereby promoting neutrophils infiltration and psoriasis progression.

**Conclusions:**

This study identified a crucial role of TOPK in psoriasis by regulating neutrophils infiltration, providing new insights into the pathogenesis of psoriasis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01758-9.

## Background

Psoriasis is one of the most common immune-mediated chronic inflammatory skin disorders occurring equally among males and females [1]. There are over 60 million patients, including children and adults, suffering from psoriasis worldwide [2, 3]. Psoriasis increases the risk of cardiovascular disease [4], non-alcoholic fatty liver disease [5], metabolic syndrome [5], respiratory disorder [6, 7], psychiatric disorders [8, 9], and autoimmune inflammatory diseases [10]. Psoriasis not only seriously affects the physical and mental health of patients, but also poses a serious threat to global health issues.

Epidermal keratinocytes and neutrophils play crucial roles in psoriasis pathogenesis and progression. Keratinocytes are the main constituent cells of the epidermis and play important roles in different phases of the skin immune response [11]. In response to external stimuli, keratinocytes release a number of cytokines and antimicrobial peptides, for example, LL-37. LL-37 binds to self-nucleic acid to form complexes that act as antigens to initiate psoriasis pathogenesis [12]. Apart from keratinocytes, neutrophils have also been reported to produce antimicrobial peptides (AMPs), thus contributing to psoriasis pathogenesis. In psoriatic lesions, inflammatory cytokines act on keratinocytes and activate transcription factors, such as NF-κB and STAT3, to induce the expression of chemokines for neutrophils [13–15]. Infiltrated neutrophils accelerate skin inflammation and pathological changes by releasing multiple psoriasis-related proinflammatory cytokines and aggregating on the stratum corneum of the epidermis to form Munro’s microabscesses. In addition, infiltrated neutrophils could produce some inflammatory mediators, such as protease 3 and LCN2, which promote keratinocytes hyperproliferation and psoriasis progression [16, 17]. However, the interplay between epidermal keratinocytes and infiltrated neutrophils in psoriasis, and the potential regulatory factors between keratinocytes and neutrophils have not been fully addressed.

TOPK is an oncogenic serine-threonine kinase belonging to the mitogen-activated protein kinase kinase (MAPKK) family [18]. TOPK is not or is lowly expressed in normal cells, whereas it is abundantly expressed in cells with high proliferative capacity (e.g., malignant tumor cells) [19]. TOPK is upregulated in various cancers and contributes to cancer cell transformation, malignant proliferation, and cancer metastasis [19]. TOPK is reported to be highly correlated with tumor progression and disease prognosis [20]. TOPK is increasingly recognized as a potential and promising target for cancer treatment [21, 22]. In addition to its role in malignant cancers, recent studies have reported that TOPK is also associated with inflammatory skin disease. Fan et al. showed that TOPK promoted solar UV-induced skin dermatitis [23]. Our previous study identified that targeting TOPK markedly repressed solar UV-induced skin dermatitis [24]. Our recent study and Lu et al. found that topical application of TOPK inhibitor suppressed pathologic changes in psoriasis-like dermatitis in mice, implying that TOPK may be involved in psoriatic inflammation [25, 26]. However, the detailed mechanism underlying TOPK and psoriasis progression remains largely unknown.

By using GEO datasets, psoriasis patients’ samples, conditional knockout mice, in vivo psoriatic mice model, and in vitro psoriatic cell model, we determined that TOPK increased in psoriatic keratinocytes and TOPK levels in lesions were positively related to the progression of psoriasis. Increased TOPK in keratinocytes promoted the progression of psoriasis by regulating neutrophils infiltration. This study identifies that in addition to its well-known oncogenic role, keratinocyte-expressed TOPK is involved in the inflammatory skin disease psoriasis, providing new insights into the pathogenesis of psoriasis.

## Materials and methods

### Clinical samples

Healthy skin specimens were derived from the surgical waste of patients in Wuhan Union Hospital (Wuhan, China). Psoriasis skin specimens were derived from paraffin-embedded biopsy in the Clinical Specimen Repository of Wuhan Union Hospital. Written informed consent from donors was obtained. The human experiments were performed strictly following the tenets of the Helsinki Declaration, and this study was approved by the Medical Ethics Committee of Wuhan Union Hospital, Tongji Medical College, Huazhong University of Science and Technology (HUST) (UHCT230205).

### Mice

All mice used in this study were C57BL/6 background. The WT mice were ordered from Huafukang Biotechnology Co., Ltd. (Beijing, China). The TOPK-flox mice and K14-Cre ERT were ordered from Cyagen Biotechnology Co., Ltd. (Suzhou, China; https://www.cyagen.com/cn/zh-cn/). All mice were bred and maintained at the Animal Centre of Tongji Medical College, HUST, under specific pathogen-free conditions. To induce TOPK specific deletion in keratinocytes, K14-CreERT-TOPK-flox/flox mice were injected intraperitoneally with 75 mg/kg tamoxifen (Selleck, cat: S1238, dissolved in corn oil) for five consecutive days, and control mice were injected intraperitoneally with an equal volume of corn oil. The mice were then kept normally for two more weeks. The successful deletion of TOPK was verified by IHC staining (supplementary material 1) before being used for the following experiments. All mice were killed using 5% isoflurane, followed by decapitation. All mouse experiments were performed following the Guidelines for the Care and Use of Laboratory Animals of HUST and approved by the Laboratory Animal Ethics Committee of Tongji Medical College, HUST.

### Cell culture

HaCaT cells were a human keratinocytes cell line ordered from the American Type Culture Collection. HaCaT cells were cultured with DMEM containing 10% FBS under 37 °C and 5% CO2 in a cell incubator.

### Induction of psoriatic cell model

The psoriatic cell model was induced as previously reported model [27, 28]. HaCaT cells were cultured and treated with five cytokines (named M5), including IL-22, IL-17A, IL-1a, TNF-α, and oncostatin M to induce psoriatic cell model. The concentration of IL-22 (PeproTech, cat: 200-22), IL-17A (PeproTech, cat: 200-17), TNF-α (PeproTech, cat: 300-01A), IL-1a (PeproTech, cat: 200-01A), and oncostatin M (PeproTech, cat: 300-10H) used in this study was 10 ng/mL. Consistently with Guilloteau et al.‘s study, M5 cocktail cytokines induced psoriasis-like inflammation in HaCaT cells in vitro in our study (supplementary material 2).

### Induction of psoriatic mice model

Psoriasis-like dermatitis was induced using 7 to 8-week-old mice. The skin on the back was shaved one day before the model induction. Mice were treated topically by 5% imiquimod (IMQ) cream (Sichuan Med-Shine Pharmaceutical Co., Ltd., China). The single dose for dorsal skin is 62.5 mg, and for ear skin is 10.0 mg. The single dose of OTS514 cream was 100 mg for the dorsal skin and 20 mg for the ear skin.

### Western blotting

Cells were cultured and treated in 12-well cell plates. After treatment, lysis buffer was added directly into the cell culture plate. HaCaT cells were transferred into 1.5mL EP tubes and lysed on ice for 10 min. Afterwards, collect the cell lysis and degenerated after adding protein loading buffer (Beyotime Biotechnology). Ran the samples with 10% SDS-PAGE gels and blotted onto polyvinylidene fluoride membranes (Millipore). The primary antibodies used in this were as follows: STAT3, CST, cat: 9139T; p-STAT3, CST, cat: 9145T; NF-kappaB p65, CST, cat: 8242T; p-NF-kappaB p65, CST, cat: 3033T; β-actin, Proteintech, cat: 66009-1-Ig. All antibodies for western blot experiments were used with a dilution of 1:1000. The concentration of OTS514 used for cell treatment in this assay is 5nM, 10nM or 20nM, as indicated in the figures. Inhibitors JSH-23 (Selleck, cat: S7351) and stattic (Selleck, cat: S7024) used in this study were 30µM and 10µM, respectively.

### RNA sequencing analysis

HaCaT cells were seeded and grown to 70% confluence. The cells were preincubated with 10nM OTS514 for 12 h and then treated together with 10ng/mL M5 cocktail cytokines for 24 h. Total RNA was isolated by using TRIzol reagent (Invitrogen). RNA sequencing was performed by BGI Co., L (Shenzhen, China). The filtered reads were mapped to the reference genome using HISAT2 software (v2.1.0). StringTie (v2.1.5) was used to compare the read count values on each gene as the original expression of the gene, and FPKM was used to standardize the expression. The differential expression of genes was analyzed by DESeq2 (v1.30.1) with screening conditions: P-value < 0.05 and fold change ≥ 2.

### Flow cytometry

Mice skin cells were isolated as previously described [29]. Ear skin was used for flow cytometry analysis. In brief, mice ears were cut into pieces and then incubated with digestion buffer in a shaking incubator at 37 ℃ for 60 min. The suspensions were then filtered through 100 mm cell strainers. The cells were centrifuged and then resuspended in PBS for subsequent cell staining. Finally, the cells were subjected to flow cytometry analysis by using CytoFLEX (Beckman Coulter, USA). The data was analyzed using FlowJo-V10 software. The antibodies using for flow cytometry included BV605-CD45 (Biolegend, cat: 103139), PE-CD3 (Biolegend, cat: 100206), Percp-cy5.5-CD4 (Biolegend, cat: 100434), FITC-γδTCR (Biolegend, cat: 118105), PE-cy7-CD11c (BD Pharmingen, cat: 558079), and APC-Ly6G (Biolegend, cat: 108412). Live cells were labeled by using the Live/dead Cell Stain Kit (Thermo Fisher, cat: L34963).

### Statistics

All statistical analyses were performed by using GraphPad Prism (GraphPad Software, San Diego, USA). Data were representative of two or three independent experiments and were expressed as mean ± SEM. Statistical differences were determined by using unpaired or paired Student’s t-tests, Mann-Whitney U-tests, or one-way ANOVA followed by Dunnett’s multiple comparison test, as appropriate. Statistical methods used for each analysis were described in the figure legends. p values less than 0.05 were considered statistically significant. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Results

### TOPK is increased in psoriatic keratinocytes and TOPK levels are associated with psoriasis progression

To determine the expression changes of TOPK in psoriatic lesions, we screened and analyzed GEO datasets of transcriptome profiles from psoriatic patients and non-psoriatic individuals. The data indicated that TOPK was markedly increased in the lesional skin of psoriasis patients relative to the normal skin of non-psoriatic individuals (Fig. 1A). Besides, analysis of GSE datasets containing paired non-lesional and lesional skin of psoriasis patients showed that TOPK was also obviously elevated in the lesional skin relative to the paired non-lesional skin (Fig. 1B). Furthermore, correlation analysis showed that TOPK levels were positively correlated with IL-17 A levels in psoriasis lesional skin (Fig. 1C). Moreover, analyzing GEO datasets of psoriatic pre-treated and post-treated skin samples indicated that before treatment, TOPK levels were higher in the lesional skin than those in the non-lesional skin. However, after 12 weeks of tofacitinib treatment, TOPK levels decreased significantly, coinciding with the attenuation of psoriasis (Fig. 1D). Similarly, after treatment with adalimumab for 16 weeks, TOPK in the lesional skin significantly decreased to near the baseline levels (Fig. 1E). Whether psoriasis patients were treated with secukinumab, brepocitinib, or etanercept, TOPK levels gradually decreased as the illness improved (Fig. 1F-H). Not only for clinical psoriasis, analyzing GEO datasets of mice skin samples indicated that TOPK levels were also significantly elevated in the lesional skin of psoriatic model mice (Fig. 1I). Next, we performed IHC staining to clarify the expression pattern of TOPK in the skin. The results showed that TOPK was primarily expressed in the highly proliferative epidermal keratinocytes of the psoriatic lesions. For human skin, TOPK was not stained in the normal skin, whereas TOPK was strongly stained in the epidermis of psoriasis lesional skin. The staining intensity of TOPK in psoriatic epidermal keratinocytes was significantly increased compared with the normal skin (Fig. 1J and K). Importantly, a similar staining pattern was obtained in mice skin. TOPK was barely stained in normal skin and intensely stained in epidermal keratinocytes of psoriasis-like lesions in mice (Fig. 1L and M). Altogether, these results indicate that TOPK increases in psoriatic keratinocytes and TOPK levels are associated with the psoriasis progression, implying that keratinocytes-expressing TOPK may contribute to the pathogenesis of psoriasis.

**Fig. 1:**
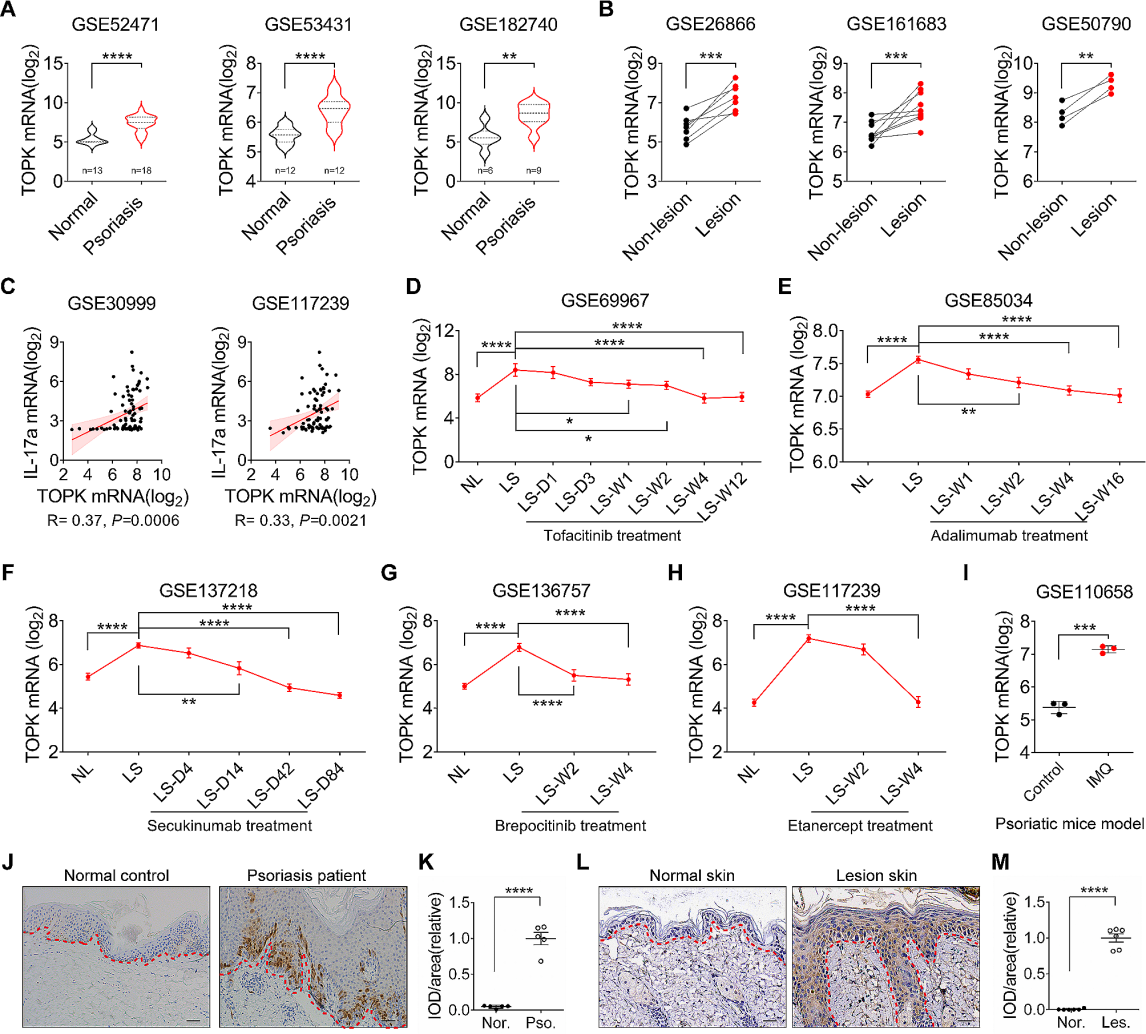
TOPK levels correlate with psoriatic progression, and TOPK is increased in the epidermal keratinocytes of psoriatic lesions. (**A**) GEO datasets analysis of TOPK mRNA in normal skin of non-psoriatic individuals and lesional skin of psoriasis patients. (**B**) GEO datasets analysis of TOPK mRNA in paired non-lesional skin and lesional skin of psoriasis patients. (**C**) Pearson correlation analysis of TOPK mRNA and IL-17 A mRNA in the lesional skin of psoriasis patients. (**D**-**H**) GEO datasets analysis of TOPK mRNA before and after therapy in psoriasis patients. (**I**) GEO datasets analysis of TOPK mRNA in normal skin of control mice and lesional skin of IMQ-induced psoriatic model mice. (**J**) Representative IHC staining images of anti-TOPK antibody in normal skin of non-psoriatic individuals and lesional skin of psoriasis patients. (**K**) Semiquantitative analysis of TOPK relative staining intensity in human epidermal keratinocytes. (**L**) Representative IHC staining images of anti-TOPK antibody in normal mice skin and lesional skin of psoriatic model mice. (**M**) Semiquantitative analysis of TOPK relative staining intensity in mice epidermal keratinocytes. Significance was determined by (A, I, K, and M) Student’s t-test, (B) paired Student’s t-test, (C) Pearson correlation analysis, and (D-H) one-way ANOVA followed by Dunnett’s multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Scale bar = 50 μm. NL, non-lesional skin. LS, lesional skin. D, day. W, week

### Keratinocytes deletion of TOPK attenuates the progression of psoriasis-like dermatitis in mice

To address the role of increased expression of TOPK in psoriasis, TOPK cko mice were established and subjected to inducing psoriasis-like dermatitis (Fig. 2A). The data showed that, relative to WT mice, TOPK cko mice exhibited slighter psoriatic manifestations, including scaling, erythema, and epidermal thickening after inducing psoriasis-like dermatitis (Fig. 2B). Vessel hyperplasia, one of the typical hallmarks of psoriasis, was also obviously relieved in the lesions of TOPK cko psoriasis-like model mice (Fig. 2C). Using the Psoriasis Area Severity Index (PASI) to assess the severity of psoriasis showed that the erythema score, scales score, thickness score, and total score were decreased in TOPK cko psoriasis-like model mice (Fig. 2D). In addition, mice ear skin was also applied to confirm the effect of TOPK cko on the pathogenesis of psoriasis. The data indicated that deletion of TOPK in keratinocytes in the ear skin attenuated psoriasis-like manifestations and ear skin thickening in psoriatic model mice (Fig. 2E and F). Next, mice skin samples were subjected to HE staining to determine the effect of TOPK cko on pathological changes of psoriasis (Fig. 2G and H). The images showed that deletion of TOPK in keratinocytes, whether in back skin or ear skin, attenuated psoriasis-like pathological changes, including epidermal thickening, dermal thickening, and vessel hyperplasia in psoriatic model mice (Fig. 2I and J). Collectively, these data suggest that keratinocytes-expressed TOPK promotes the progression of psoriasis-like dermatitis in mice.

**Fig. 2:**
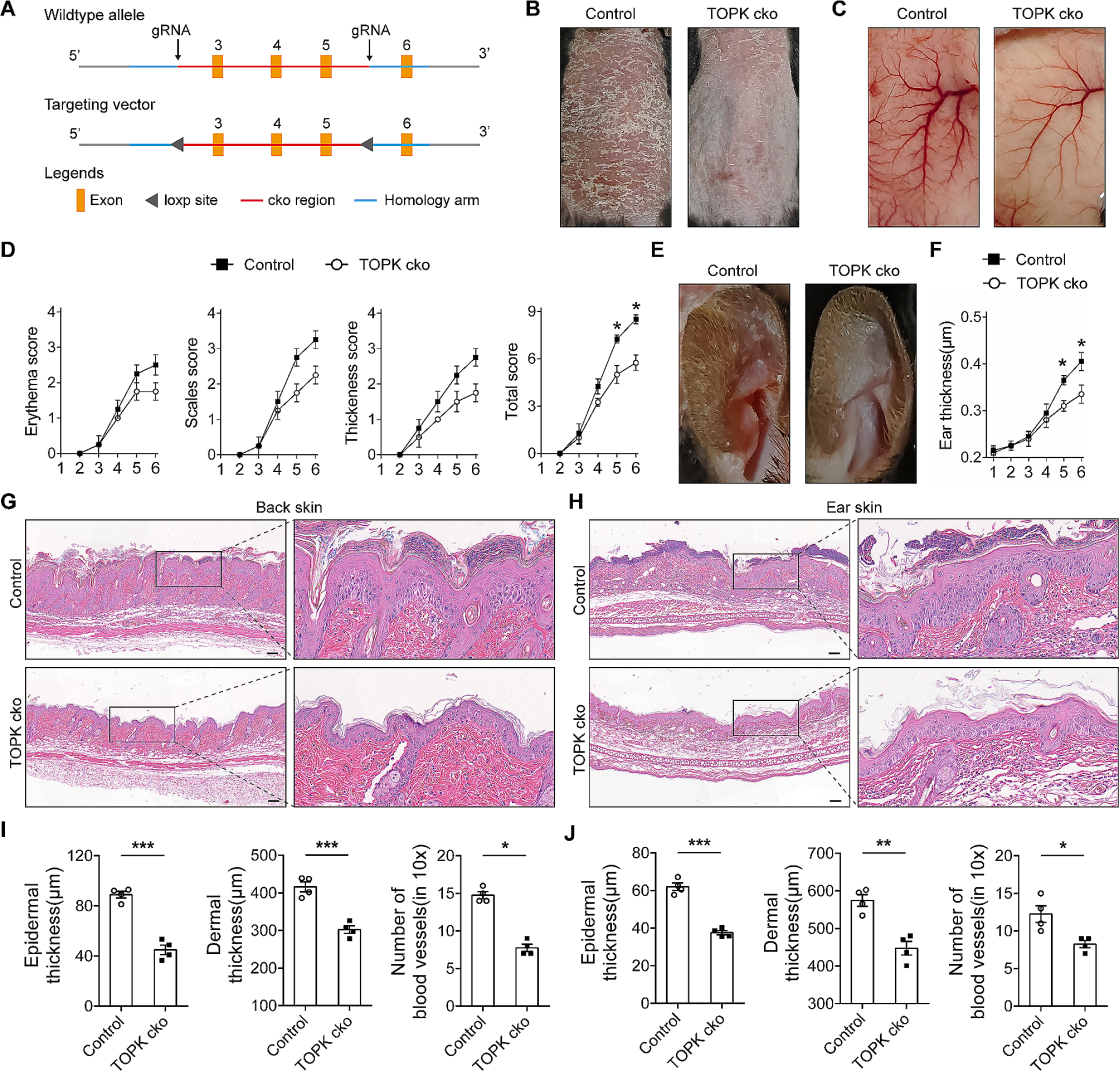
TOPK cko attenuates psoriasis-like dermatitis in IMQ-induced psoriatic model mice. (**A**) Genotyping strategy of TOPK conditional knockout in mice. (**B**) Macroscopic images of psoriasis-like manifestations in control mice and TOPK cko mice after inducing psoriatic model. (**C**) Images of blood vessels within the skin of control psoriatic model mice and TOPK cko psoriatic model mice. (**D**) PASI scoring of control psoriatic model mice and TOPK cko psoriatic model mice. *n* = 4 per group. (**E**) Macroscopic images of psoriasis-like manifestations in ear skin of control psoriatic model mice and TOPK cko psoriatic model mice. (**F**) Statistical analysis of ear thickness measured by vernier caliper. *n* = 4 per group. (**G** and **H**) Representative HE staining images of back skin (**G**) and ear skin (**H**) of control psoriatic model mice and TOPK cko psoriatic model mice. (**I** and **J**) Statistical data of epidermal thickness, dermal thickness and number of blood vessels in back skin (**I**) and ear skin (**J**). Scale bar = 100 μm. Significance was determined by (D) Mann-Whitney U test and (F) Student’s t-test. Significance of Fig. 2I and J was determined by Student’s t-test or Mann-Whitney U test, as appropriate. *P < 0.05, **P < 0.01, ***P < 0.001

### TOPK deletion in keratinocytes decreases neutrophils infiltration in psoriatic model mice

Previous studies have indicated that immune cells, including T cells, γδT cells, dendritic cells, and neutrophils, are involved in the pathogenesis of psoriasis [30]. In order to clarify the potential cellular mechanism involved, we next collected the lesional skin samples and performed flow cytometry analysis. The gating strategy is seen in supplementary material 3. The data indicated that the percentage of CD45^+^ immune cells infiltrated in the lesional skin was markedly decreased in TOPK cko psoriatic model mice. Specifically, the percentage of CD45^+^Ly6G^+^ cells was significantly decreased in the lesional skin of TOPK cko psoriatic model mice. The percentage of CD45^+^CD11c^+^ cells was slightly increased in the lesional skin of TOPK cko psoriatic model mice, which may be due to the decreased proportion of CD45^+^Ly6G^+^ cells. The percentage of CD3^+^CD4^+^ cells and CD3^+^γδTCR^+^ cells did not show any significant difference between control mice and TOPK cko mice (Fig. 3A and B). To further confirm the alteration of neutrophils, skin samples were subjected to IHC staining of anti-Ly6G antibody. The quantification results showed that the number of Ly6G^+^ cells in the dermis was significantly decreased in TOPK cko psoriatic model mice (Fig. 3C and D). Altogether, these results demonstrate that keratinocytes-expressed TOPK regulates neutrophils infiltration in psoriasis-like dermatitis.

**Fig. 3:**
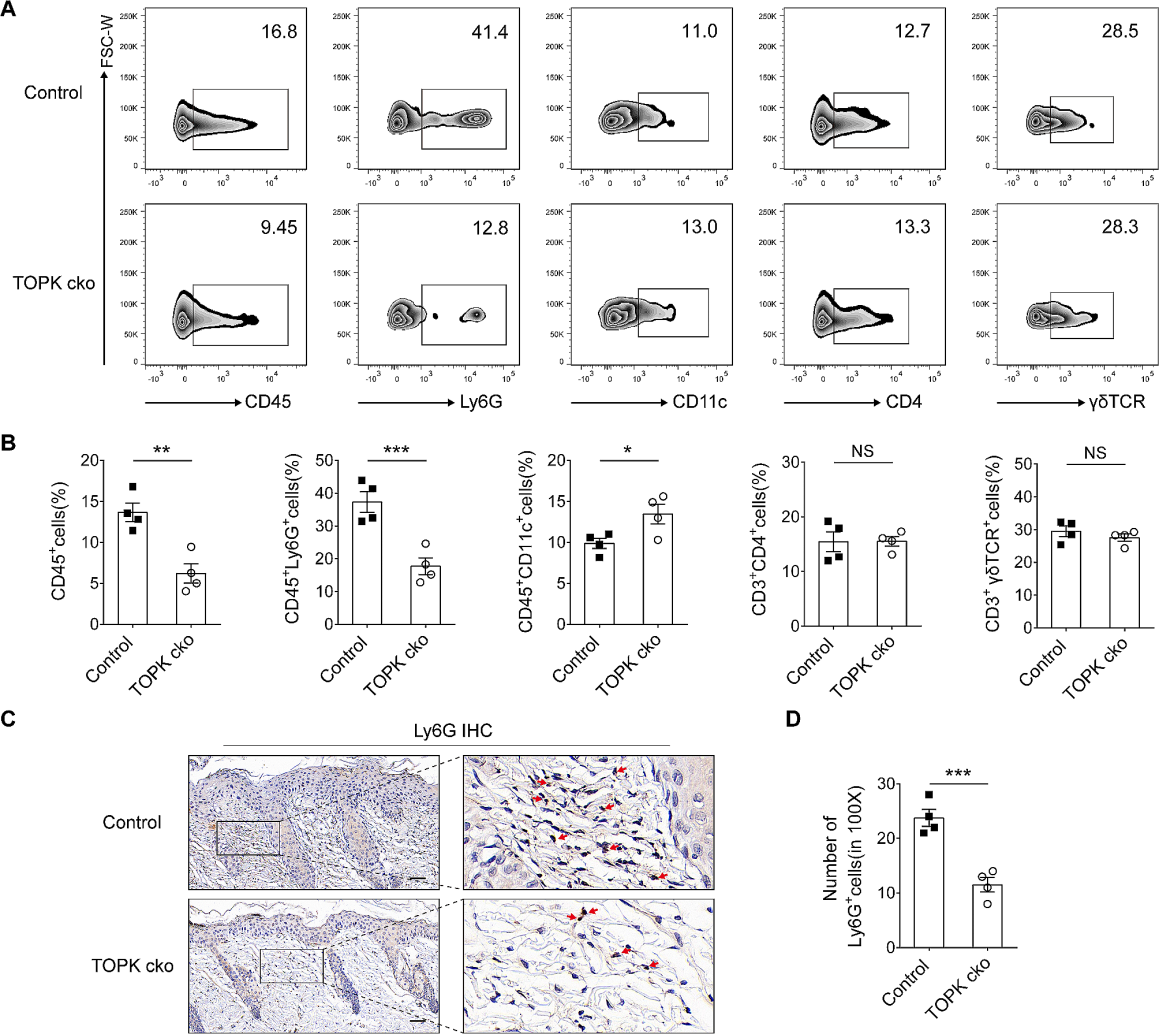
TOPK cko decreases neutrophils infiltration in the lesional skin of psoriatic model mice. (**A**) Flow cytometry analysis of representative immune cells in the lesional skin of control psoriatic model mice and TOPK cko psoriatic model mice. (**B**) Statistical analysis of the percentage of CD45^+^ cells, CD45^+^Ly6G^+^ cells, CD45^+^CD11c^+^ cells, CD3^+^CD4^+^ cells, and CD3^+^γδTCR^+^ cells in the lesional skin of control psoriatic model mice and TOPK cko psoriatic model mice. (**C**) Representative IHC staining images of anti-Ly6G antibody in lesional skin of control psoriatic model mice and TOPK cko psoriatic model mice. (**D**) Quantification analysis of CD45^+^Ly6G^+^ cells in the lesional skin in 100× magnification images. Scale bar = 50 μm. Data are representative of two independent experiments. Significance was determined by (B and D) Student’s t-test. *P < 0.05, **P < 0.01, ***P < 0.001

### TOPK-regulated genes enrich IL-17 signaling pathway and regulate neutrophils chemotaxis in keratinocytes

To investigate the molecular mechanism underlying decreased neutrophils infiltration, we next examined the gene expression profiles by RNA sequencing to clarify the downstream targets of TOPK. HaCaT keratinocytes were cultured in M5 cocktail cytokines stimulation, treated with or without TOPK inhibitor OTS514 for 24 h, and then subjected to RNA sequencing. 

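HaCaT is an established line of human keratinocytes, the main cell type of the epidermis. M5 is a mixture of 5 cytokines (IL-22, IL-17A, IL-1α, TNF-α and oncostatin M), each used at 10 ng/mL for 24 h to bring keratinocytes into a psoriasis-like state, and OTS514 is an inhibitor of the kinase TOPK, which the gene PBK encodes. The methods give 10 nM OTS514 for 12 h before M5 was added. RNA from 8 cultures was sequenced, 4 in each of 2 groups, whose libraries are titled M5_O5 and M5. The labels of these libraries conflict. The title M5_O5 reads as M5 with OTS514, while the treatment entered for the same libraries is none and the TOPK inhibitor is entered for the libraries titled M5. The groups are therefore named by their titles, and each direction is given between titles. The authors mapped filtered reads with HISAT2 and deposited, for each of 86639 transcripts, an estimated read count, TPM and FPKM per library. The genome build is not stated, so no gene positions are given. Counts of transcripts were summed to 17131 genes and rounded to whole numbers, of which 12434 had enough counts to be tested. Total counts ranged from 16113015 to 16922693 in the M5_O5 libraries, with a median of 16317786, and from 13708055 to 16847599 in the M5 libraries, with a median of 16145584. The smallest total belonged to M5 replicate 1. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 2. All 4 replicates of each group were used, and each pair of replicates differed by more than the sampling noise of its counts. No unstimulated culture was analysed here.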

In all the differentially expressed genes, 55 genes were upregulated and 378 genes were downregulated (Fig. 4A). 

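Of 12434 genes tested, 398 were called different between the libraries titled M5_O5 and those titled M5. In the M5_O5 libraries 357 genes were higher and 41 were lower, so 89.7% of the called genes were higher in M5_O5. If the treatment entered in the labels holds, these are 357 genes lower and 41 genes higher with OTS514. If the titles hold, the directions are exchanged. For CXCL8 the control columns of Fig. 4C average about 8.6 as log2(TPM + 1), against 8.56 in the libraries titled M5_O5. Its OTS514 columns average about 7.1, against 7.07 in the libraries titled M5. All 8 genes of Fig. 4C match in this way, which argues for the entered treatment. This comparison was made after the values were seen. In 370 of the called genes, all 4 libraries of one group lay beyond all 4 of the other, an arrangement that chance gives for 2.86% of genes and that 33.6% of all tested genes had. Most called genes were expressed at a low level, with 223 of the higher genes and 22 of the lower genes under 2 on the scale of log2 CPM (counts scaled to library size). Without the fold change threshold, the test called 2420 genes higher and 2192 lower, so that most of the differences past the p-value threshold were smaller than 2-fold. DESeq2, the tool named in the methods, called 456 genes higher and 80 lower in M5_O5 at an unadjusted p-value under 0.05, as the methods word the threshold. At an adjusted p-value, the axis of Fig. 4A, it called 374 higher and 57 lower, and 376 of the 398 genes were among these. Among the other tests with the same thresholds, limma on log2(TPM + 1) moved the number of called genes most, to 152. That scale understates the change of genes with low TPM. In the means of G2/M cell cycle genes and of the genes of Fig. 4C, M5 replicate 1 lay nearer to the M5_O5 libraries than the other M5 replicates did. In cholesterol synthesis genes it lay further away. Without this library 465 genes were higher and 46 lower.

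**Figure D1:**
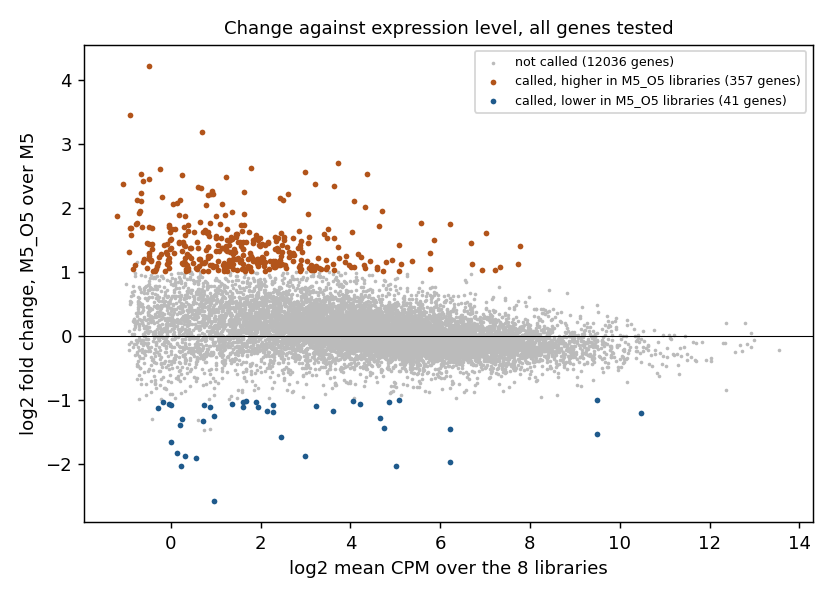
Log2 fold change of each tested gene (M5_O5 over M5, vertical axis) against its mean expression over the 8 libraries (log2 CPM, horizontal axis). Orange points are the 357 genes called higher in the M5_O5 libraries, blue points the 41 called lower, and grey points the genes not called.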

Enrichment analysis indicated that the downregulated genes enriched IL-17 signaling pathway (Fig. 4B), which is one of the most crucial signaling pathways in psoriasis pathogenesis and progression. Among these genes that enriched IL-17 signaling pathway, there were several neutrophils chemokines, including CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, and CXCL8 (Fig. 4C). 

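The deposited table carries no pathway annotation, so membership in the IL-17 signaling pathway was taken from a list of 94 genes written from general knowledge before the data were examined, which may differ from the KEGG version used for Fig. 4B. Of these, 76 were among the genes tested. The genes called higher in the libraries titled M5_O5, which are the downregulated genes if the treatment entered in the labels holds, included 8 of the 76, against 2.18 expected by chance (odds ratio 4.05, one-sided Fisher's exact test, p = 0.00147, adjusted over both directions 0.00294). These 8 were CCL2, CXCL1, CXCL2, CXCL3, CXCL5, CXCL6, CXCL8 and IL6, the genes of Fig. 4C. The genes called lower in M5_O5, which are the downregulated genes if the titles hold, included 2 of the 76, MMP1 and MMP9, against 0.25 expected (odds ratio 8.54, one-sided Fisher's exact test, p = 0.0259, adjusted 0.0259). The test of the lower genes was fixed before the data were examined, and that of the higher genes was added once the direction was seen. Across the alternatives, the odds ratio among the higher genes ranged from 1.02 without the fold change threshold (Fisher's exact test, p = 0.522) to 10.57 with limma on log2(TPM + 1) (Fisher's exact test, p = 2.58e-06). The result for the genes called lower rests on 2 genes. With no filter on counts its odds ratio was 5.67 (Fisher's exact test, p = 0.0525), and without the fold change threshold, over 2192 lower genes, it was 2.17 and still passed (Fisher's exact test, p = 0.00216). With limma on log2(TPM + 1) it was 55.64 (Fisher's exact test, p = 0.00101), but only 8 genes were called lower there, so the rise goes with the smaller set.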

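All 8 genes of Fig. 4C were higher in every library titled M5_O5 than in any library titled M5, with log2 fold changes from 1.21 to 2.33, and all 8 also passed when adjusted over the list alone. The study chose this list on the same libraries, so the second count is not independent evidence. For each gene the two-sided exact permutation test gave p = 0.0286, the smallest that 4 libraries against 4 allow. CXCL8 (Entrez gene 3576) had 317 ± 88.5 CPM (SD, n = 4) in the M5_O5 libraries and 120 ± 18.4 (SD, n = 4) in the M5 libraries, a log2 fold change of 1.40 (standard error 0.16, adjusted p = 1.68e-05 from edgeR's quasi-likelihood test). CXCL1 (Entrez gene 2919) had 151 ± 30.4 CPM against 55.5 ± 9.02, a log2 fold change of 1.45 (standard error 0.13, adjusted p = 2.97e-06, same test). CXCL2 (Entrez gene 2920) changed most, by 2.33 (standard error 0.30, adjusted p = 5.47e-05, same test), but rests on 3 to 52 reads per library. CXCL6 in the M5 libraries was at 23.4% of its M5_O5 level. The log2 fold change was 1.50 for CXCL5 and 1.21 for CXCL3, and outside the CXCL family 1.76 for CCL2 and 1.62 for IL6. CXCL1, CXCL2 and CXCL3 are close paralogs, as are CXCL5 and CXCL6, and reads could be divided between them in counting, but the counts of all 6 CXCL genes summed also differed, by 1.45 on the log2 scale. CXCL8 and CXCL1 weigh most in that sum. It does not decide for CXCL2, which had 2.54 CPM in the M5_O5 libraries against 151 for CXCL1. In deposited TPM, CXCL8 was 388 ± 120 (SD, n = 4) in the M5_O5 and 136 ± 30.3 (SD, n = 4) in the M5 libraries. With each library left out in turn, all 8 genes were still called, and with at least 10 counts required in every library 7 were, since CXCL2 was not tested. The paper states that several neutrophil chemokines are among the downregulated genes that enriched the pathway. That is the direction found here if the libraries titled M5 are the treated ones, as the treatment entered in the labels and the columns of Fig. 4C have it.

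**Figure D2:**
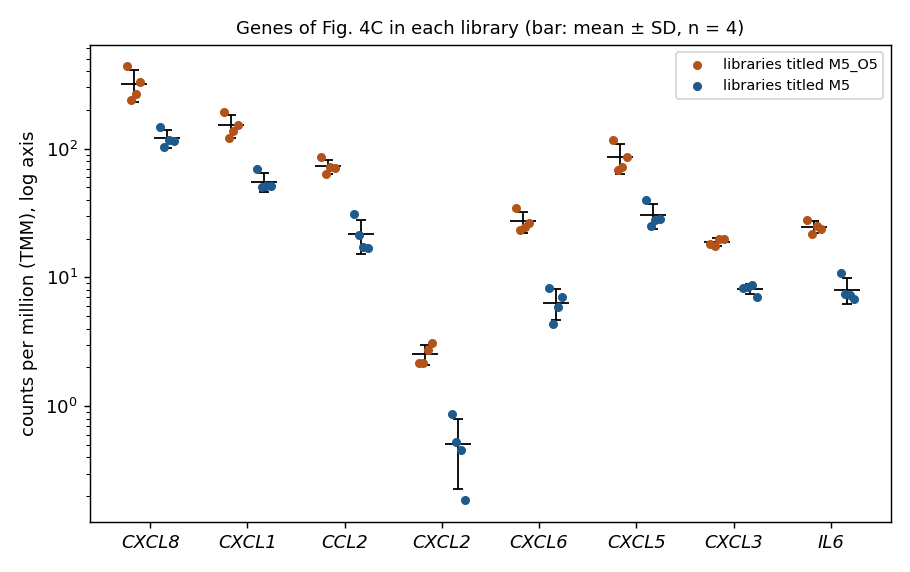
CPM (TMM, log axis) of the 8 genes of Fig. 4C, with a point for each library, and the mean ± SD of the 4 libraries of each group in black. In each gene the 4 libraries titled M5_O5 (orange) lie above the 4 titled M5 (blue).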

To further confirm the potential regulatory relationship between TOPK and these neutrophils chemokines, a GEO dataset containing multiple psoriatic samples was searched and analyzed. Correlation analysis indicated that among those neutrophils chemokines, CXCL1, CXCL2, and CXCL8 were highly positively correlated with the levels of TOPK in psoriatic lesions, further supporting that TOPK may regulate the expression of these three neutrophils chemokines (Fig. 4D). Subsequently, we performed RT-PCR to verify the regulatory effect of TOPK on the expression of CXCL1, CXCL2, and CXCL8. The results showed that TOPK inhibition significantly decreased the transcription levels of CXCL1, CXCL2, and CXCL8 (Fig. 4E). Collectively, the above data suggest that inhibiting TOPK in keratinocytes downregulates neutrophils chemokines expression, which may be the reason why specific deletion of TOPK attenuates psoriasis-like dermatitis in mice.

**Fig. 4:**
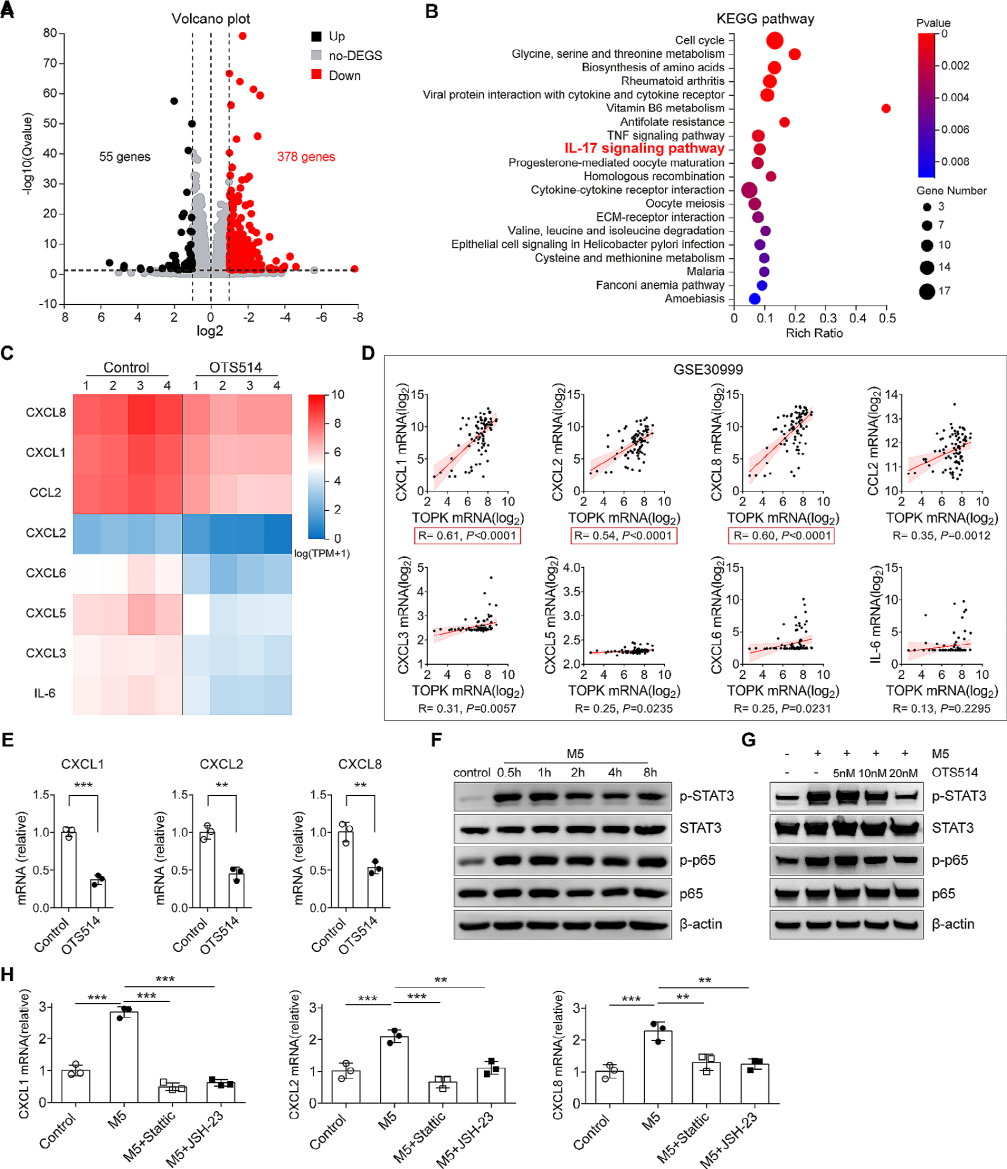
TOPK regulates the expression of neutrophils chemokines via activation of STAT3 and NF-κB p65 in keratinocytes. (**A**) Volcano plot of the upregulated and downregulated genes after OTS514 treatment (10nM) in HaCaT cells under M5 stimulation. (**B**) KEGG pathway enrichment analysis of the downregulated genes in HaCaT cells under M5 stimulation. (**C**) Heat map of the downregulated genes that enriched IL-17 signaling pathway. (**D**) Correlation analysis of TOPK and these downregulated genes (CXCL1, CXCL2, CXCL8, CCL2, CXCL3, CXCL5, CXCL6, and IL-6). The red marks represent the three genes with higher correlation. (**E**) RT-PCR analysis of neutrophils chemokines genes CXCL1, CXCL2, and CXCL8. (**F**) Western blot of total and phosphorylation of NF-κB p65 and STAT3 in HaCaT cells treated with M5 cytokines for the indicated time points. (**G**) Western blot of total and phosphorylation of NF-κB p65 and STAT3. HaCaT cells were preincubated with OTS514 for 6 h and then treated with M5 for 1 h with the indicated dose. (**H**) RT-PCR analysis of CXCL1, CXCL2, and CXCL8. HaCaT cells were preincubated with JSH-23 (30µM) and stattic (10µM) for 6 h and then treated with or without M5 cytokines for 24 h. Data are representative of two independent experiments. Significance was determined by (D) Student’s t-test and (H) one-way ANOVA followed by Dunnett’s multiple comparisons test. **P < 0.01, ***P < 0.001

### TOPK inhibition suppresses the expression of neutrophils chemokines via inhibiting STAT3 and NF-κB p65 in keratinocytes

STAT3 and NF-κB p65 are two key transcription factors (TFs) in the pathogenesis of psoriasis, as well as two known downstream TFs of TOPK in cancer [31–33]. Therefore, we subsequently examined the activation of STAT3 and NF-κB p65 in keratinocytes in psoriasis-like conditions. Western blotting showed that phospho-STAT3 (p-STAT3) and phospho-NF-κB p65 (p-p65) were significantly increased after M5 cocktail cytokines treatment in as early as 0.5 h, and the activation of STAT3 and NF-κB p65 was maintained for more than 8 h (Fig. 4F). We then examined the effect of TOPK inhibition on the activation of STAT3 and NF-κB p65. The data indicated that TOPK inhibition obviously suppressed the upregulation of p-STAT3 and p-p65 induced by M5 cocktail cytokines, and the suppression efficiency was OTS514 dose-dependent (Fig. 4G). Afterwards, HaCaT cells were treated with stattic and JSH-23 to inhibit the activation of STAT3 and NF-κB p65 in vitro. RT-PCR results showed that inhibition of either STAT3 or NF-κB p65 significantly reduced the transcription levels of these three neutrophils chemokines, indicating that STAT3 and NF-κB p65 activation were necessary for the upregulation of CXCL1, CXCL2, and CXCL8 in psoriatic inflammatory environment (Fig. 4H). In summary, these data suggest that TOPK promotes the expression of neutrophils chemokines via regulating STAT3 and NF-κB p65 activation in keratinocytes.

### Neutrophils deletion diminishes the suppressive role of TOPK cko in psoriasis-like dermatitis in mice

To further determine the relationship between the suppressive role of TOPK cko in psoriasis and the decreased neutrophils infiltration, neutrophils were depleted by using the anti-Ly6G neutralizing antibody. These mice were then subjected to inducing psoriasis-like dermatitis. The schematic diagram of the experimental procedure is shown in Fig. 5A. The macroscopic images showed that, compared with WT mice, deletion of TOPK in keratinocytes markedly alleviated psoriasis-like manifestations, including scaling, erythema, and epidermal thickening, whereas after neutrophils depletion, psoriasis-like manifestations became similar between control mice and TOPK cko mice (Fig. 5B). In addition, blood vessel hyperplasia was obviously attenuated in TOPK cko psoriasis model mice, whereas after anti-Ly6G antibody treatment, blood vessel hyperplasia was no longer significantly different between control mice and TOPK cko mice (Fig. 5C). Similarly, PASI scoring showed that neutrophils depletion almost abrogated the decreased scores caused by TOPK conditional knockout (Fig. 5D). Psoriasis-like dermatitis was also induced by using mice ear skin. The macroscopic images of the ear showed that in control IgG-treated group, TOPK cko markedly attenuated psoriasis-like manifestations, while in neutrophils depletion group, TOPK specific deletion brought only a mild alleviation of the psoriasis-like manifestations (Fig. 5E). Notably, the same phenomenon was observed in histopathological changes. HE staining showed that no matter in back skin or in ear skin, the epidermal thickness, dermal thickness, and the number of blood vessels were significantly reduced in TOPK cko mice in isotype IgG treated group, whereas in neutrophils depletion group, the epidermal thickness was only slightly decreased in TOPK cko mice, and the dermal thickness and blood vessel numbers showed no statistical difference between control mice and TOPK cko mice (Fig. 5F-I). Taken together, these data indicate that the attenuated psoriasis-like dermatitis in TOPK cko mice is almost abrogated by neutrophils deletion, suggesting that TOPK promotes psoriatic progression largely by regulating neutrophils infiltration.

**Fig. 5:**
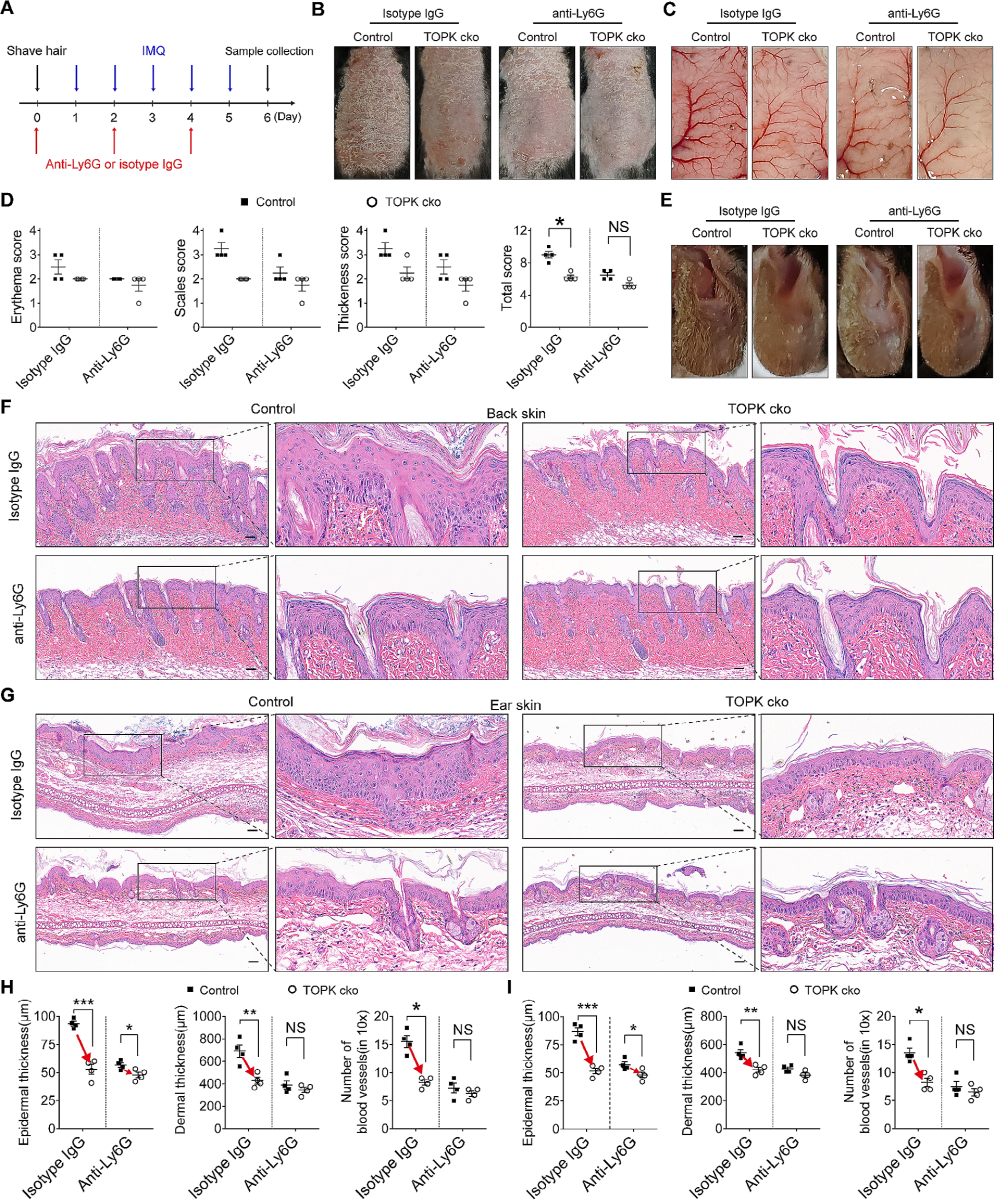
Neutrophils are required for the attenuated psoriasis-like dermatitis in TOPK cko mice. (**A**) Schematic of the treatment performed on mice. (**B**) Macroscopic images of psoriasis-like manifestations on the back skin of control psoriatic model mice and TOPK cko psoriatic model mice treated with isotype IgG or anti-Ly6G antibody. (**C**) Images of blood vessels within skin of control psoriatic model mice and TOPK cko psoriatic model mice treated with isotype IgG or anti-Ly6G antibody. (**D**) PASI scoring of the lesional skin in control psoriatic model mice and TOPK cko psoriatic model mice. The scores were assessed on day 6. *n* = 4 per group. (**E**) Macroscopic images of psoriasis-like manifestations on the ear skin of control psoriatic model mice and TOPK cko psoriatic model mice treated with isotype IgG or anti-Ly6G antibody. (**F** and **G**) Representative HE staining images of back (**F**) and ear (**G**) skin of control psoriatic model mice and TOPK cko psoriatic model mice treated with isotype IgG or anti-Ly6G antibody. (**H** and **I**) Statistical data of mice back skin (H) and ear skin (I) in epidermal thickness, dermal thickness and number of blood vessels. *n* = 4 per group. Scale bar = 100 μm. Significance was determined by (D) Mann-Whitney U test and (H and I) Student’s t-test. *P < 0.05, **P < 0.01, ***P < 0.001

### TOPK inhibitor OTS154 attenuates psoriasis-like dermatitis in already-established psoriatic model mice

Next, TOPK inhibitor OTS514 was topically applied to explore the potential therapeutic efficacy of targeting TOPK in psoriasis. OTS514 was manufactured into the cream formulation and then topically smeared on the lesional skin of already-established (IMQ pre-treated for three days) psoriatic model mice. The schematic diagram of the experimental procedure is shown in Fig. 6A. The results indicated that the psoriasis-like manifestations, including erythema, scaling, and epidermal thickening, showed no obvious difference between the two groups at the baseline (day 4), whereas the disease manifestations were markedly alleviated after five days of OTS514 cream treatment (Fig. 6B). Vessel hyperplasia of the lesional skin was also ameliorated after OTS514 cream treatment for five days (Fig. 6C). PASI scoring indicated that OTS514 cream treatment attenuated the disease progression and promoted the remission of psoriasis-like dermatitis (Fig. 6D). In addition to the back skin, similar results were obtained on the ear skin. The disease manifestations of psoriasis-like dermatitis in mice ear skin were obviously alleviated after smearing OTS514 cream (Fig. 6E). Vernier caliper measuring indicated that the ear thickness of OTS514 cream treated mice was significantly thicker than that of control cream treated mice in IMQ-induced psoriatic model (Fig. 6F). Pathologically, HE staining indicated that topical application of OTS514 attenuated psoriasis-like pathological changes, including epidermal thickening, Munro’s microabscess, and blood vessel hyperplasia in both back and ear skin (Fig. 6G-J). Altogether, these results demonstrate that topically applying TOPK inhibitor attenuates psoriatic progression and promotes disease remission in psoriasis-like dermatitis in mice.

**Fig. 6:**
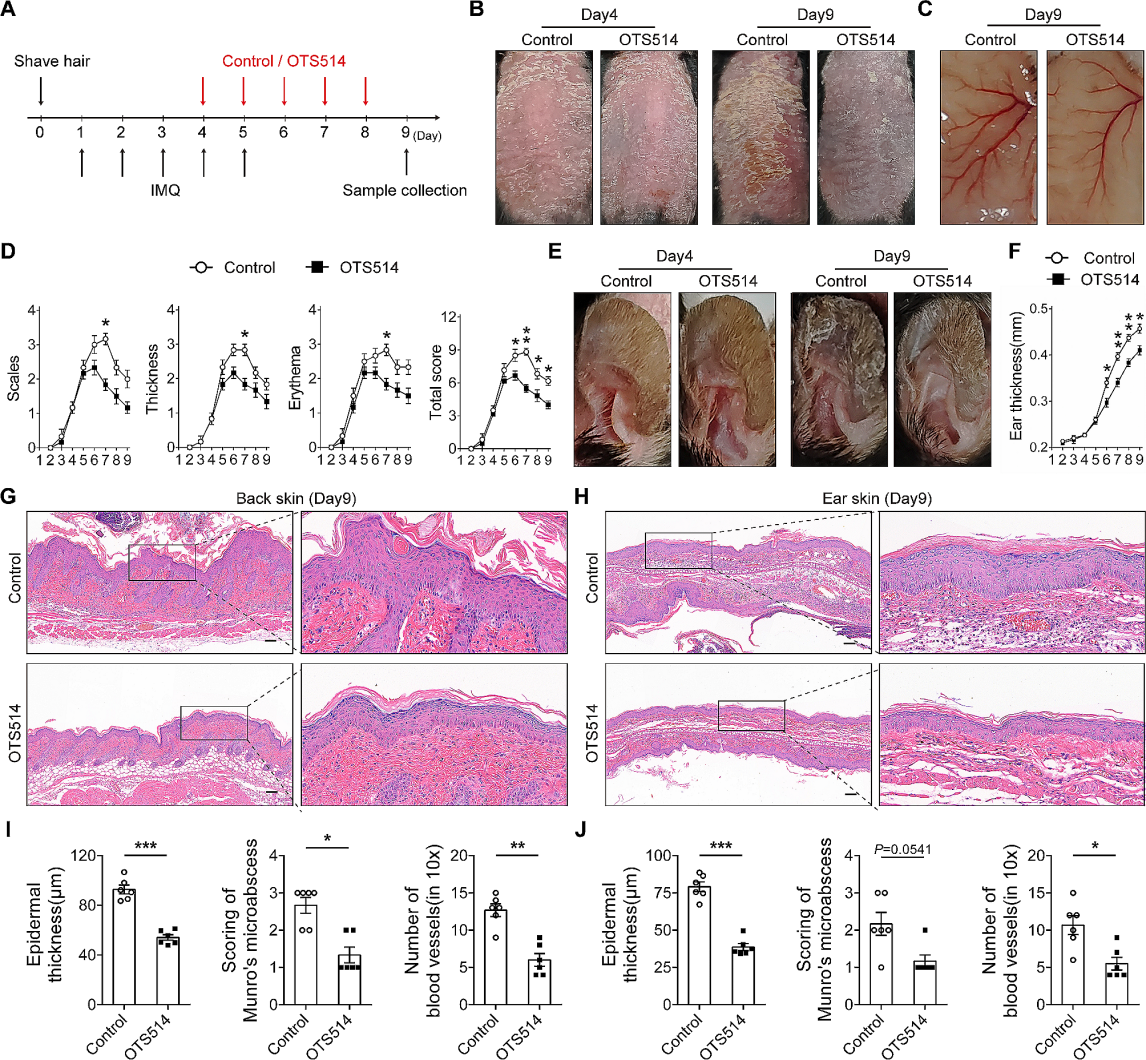
TOPK inhibitor OTS514 alleviates psoriasis-like dermatitis in already-established psoriatic model mice. (**A**) Schematic of the treatment performed on mice. (**B**) Macroscopic images (day 4 and day 9) of psoriasis-like manifestations on the back skin. The images of day 4 were taken before the cream treatment. (**C**) Images of the blood vessels (day 9) within the lesional back skin of control cream and OTS514 cream treated psoriatic model mice. (**D**) PASI scoring of the back lesional skin of control cream and OTS514 cream treated psoriatic model mice. The scores were assessed continuously from day 2 to day 9. *n* = 6 per group. (**E**) Macroscopic images of psoriasis-like manifestations on the ears of mice. (**F**) Statistical analysis of ear thickness measured by vernier caliper. *n* = 6 per group. (**G** and **H**) Representative HE staining images of mice back skin and ear skin treated with control cream and OTS514 cream. (**I** and **J**) Statistical data of mice back skin (**I**) and ear skin (**J**) in epidermal thickness, Munro’s microabscess scores and number of blood vessels. *n* = 6 per group. Scale bar = 100 μm. Data are representative of two independent experiments. Significance of Fig. 6D was determined by Mann-Whitney U test. Significance of Fig. 6F, I and J was determined by Student’s t-test or Mann-Whitney U test, as appropriate. *P < 0.05, **P < 0.01, ***P < 0.001

## Discussion

Apart from the known oncogenic role of TOPK, this study identified that TOPK is also implicated in the pathogenesis of the inflammatory disease psoriasis. Previous studies have identified TOPK as a crucial oncogene. In malignant diseases, TOPK has been found to be strongly expressed in various tumors, including melanoma, breast cancer, colorectal cancer, lung cancer, liver cancer, prostate cancer, renal cancer, leukemia, and lymphoma [22]. TOPK could phosphorylate a number of downstream factors, such as STAT3, NF-κB, ERK2, PRPK, c-jun, histone H2AX, and histone H3, thereby activating downstream signaling pathways [19]. Inhibition of TOPK with inhibitors has been reported to potently inhibit the proliferation of multiple cancers [34–37]. In addition, clinical research recently documented that TOPK expression was highly related to the poor outcomes of cancer patients [38–40]. TOPK, as a promising therapeutic target of anti-cancer, has aroused extensive attention of basic researchers and clinicians. Although a recent study reported that the compound worenine attenuated psoriasis inflammation in psoriatic model mice by inhibiting TOPK activity and that TOPK may affect IL-17 signaling pathway in phosphoproteomic analysis [26], the detailed mechanism by which TOPK contributes to psoriasis progression still needs further investigation. In the present study, by using multiple experimental approaches, we identified a pivotal role of keratinocyte-expressed TOPK in psoriatic inflammation and uncovered the mechanism involved. TOPK upregulates in psoriatic keratinocytes, and keratinocytes-expressing TOPK contributes to the pathogenesis of psoriasis-like dermatitis by promoting neutrophils recruitment in the lesional skin. However, as psoriatic pathogenesis, progression, maintenance, and relapse are of great complexity, TOPK roles in different stages of psoriasis still deserve further investigation.

Multiple TOPK inhibitors have been developed, and targeting TOPK may be a potential therapeutic option for the treatment of psoriasis. Since TOPK has been considered to be a promising target for suppressing tumor malignant proliferation, small-molecule compounds targeting TOPK are increasingly being developed. Among all the inhibitors, OTS514, OTS964, and HI-TOPK-032 are currently the most widely used TOPK inhibitors [37, 41]. OTS964 is a derivative of OTS514, and both of them have high selectivity and affinity for TOPK [37]. Targeting TOPK with OTS514 or OTS964 has been shown to effectively inhibit the growth of many human cancer cells [42], such as lung cancer and colorectal cancer [36, 43], and to suppress the metastasis of ovarian cancer [35, 44]. HI-TOPK-032 belongs to the class of ATP competitive inhibitors. Computer modeling indicated that HI-TOPK-032 binds with the active site of TOPK, and studies reported that HI-TOPK-032 effectively inhibits TOPK both in vitro and in vivo [41, 45]. These previous studies strongly support that targeting TOPK by specific inhibitors is a potential therapeutic approach in cancer. Apart from the above three inhibitors, our previous study reported a novel TOPK inhibitor named paeonol. Paeonol could effectively target TOPK and inhibit downstream p38 MAPK and JNK signaling pathways, thereby suppressing solar UV-induced skin dermatitis [24]. In a recent study, we preliminarily found that TOPK increased in psoriasis lesions and pre-application of OTS514 inhibited the pathogenesis of psoriasis-like dermatitis in mice [25]. In the present study, our data showed that TOPK was mainly increased in epidermal keratinocytes and post-application of TOPK inhibitor OTS514 significantly attenuated psoriasis-like manifestations and pathological changes in already-established psoriatic model mice. Therefore, given these potent TOPK inhibitors and our findings, we propose that targeting TOPK may be a promising therapeutic option for psoriasis treatment. However, due to the wide variety of TOPK inhibitors, further studies on the efficacy and safety of TOPK inhibitors are needed.

Although TOPK has been reported to regulate a variety of signaling pathways in cancer, the role of TOPK in modulating the IL-17 signaling pathway has not been identified. The IL-17 signaling pathway has been extensively studied and identified as one of the most important signaling pathways in psoriasis, while the regulatory factor modulating IL-17 signaling pathway in psoriasis has not been fully elucidated. In this study, we examined the relationship between IL-17A and TOPK in skin lesions of psoriasis patients and found that TOPK levels were positively correlated with IL-17A levels. Besides, RNA-seq revealed that inhibiting TOPK repressed the transcription of some genes in IL-17 signaling pathway. Furthermore, inhibiting TOPK downstream TFs suppressed the transcription of some genes associated with neutrophils chemotaxis in IL-17 signaling pathway. 

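In the RNA-seq libraries, the change was limited to part of the IL-17 list. Of its 76 tested genes, 25 had a fold change above 0 in the libraries titled M5_O5, and the list's median log2 fold change was -0.12 (adjusted p = 0.133 from camera, a test of whole lists, over 15 lists). Under fry, another list test, it passed toward lower values with an adjusted p of 0.00702. On the scale of log2(TPM + 1) its median was 0.01, but the median of all genes was 0.12 there, and camera placed the list below the other genes (adjusted p = 0.0233). With the trend on expression level removed, the list's median was -0.005 and it did not pass (camera, adjusted p = 0.737). The 26 tested IL-17 target genes outside Fig. 4C went the other way from the chemokines, with a median of -0.21 (camera, adjusted p = 1.53e-06), and this call did not hold with an estimated correlation between genes (adjusted p = 0.0582). The study chose the Fig. 4C genes on these libraries because they changed. Any set outside Fig. 4C has therefore lost genes higher in M5_O5 beforehand. The paper's supplementary Figure s2 shows genes induced by M5. The 6 of them that are outside Fig. 4C had log2 fold changes from -0.58 to -0.19, all lower in the M5_O5 libraries, and 4 had an adjusted p-value under 0.05. These were S100A7 (-0.58, adjusted p = 0.00391, edgeR), S100A8 (-0.39, adjusted p = 0.00122), DEFB4A (-0.44, adjusted p = 0.00106) and CCL20 (-0.22, adjusted p = 0.0324), the last of which lost significance without any one of 5 libraries. CCL20 also did not pass with library size as the only scaling (-0.11, adjusted p = 0.324) or on the TPM scales (adjusted p = 0.408 and 0.407). S100A8 no longer passed when the trend on expression level was removed (-0.14, adjusted p = 0.168). For S100A7 the groups overlapped (exact permutation test, p = 0.0571), and it barely passed with limma on log2(TPM + 1) (adjusted p = 0.0499). DEFB4A and DEFB4B are near-identical copies, so their separate counts are uncertain. LCN2 (-0.19, adjusted p = 0.148) did not pass. It passed without M5 replicate 1 (-0.28, adjusted p = 0.01) and with the replicate number as a block (-0.19, adjusted p = 0.00511). With the trend on expression level removed, its change was 0.04. Lists of NF-κB and STAT3 targets, neither of which holds a Fig. 4C gene, had medians of -0.16 (camera, adjusted p = 0.136) and -0.16 (camera, adjusted p = 0.0159). The NF-κB list passed under fry (adjusted p = 0.0277). The STAT3 call did not hold with an estimated correlation (adjusted p = 0.235) or with the expression level trend removed (-0.02, adjusted p = 0.308).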

Our study indicated that TOPK regulates downstream genes of IL-17 signaling pathway to modulate neutrophils infiltration in psoriasis, suggesting that TOPK may be a modulator of IL-17 signaling pathway in psoriatic dermatitis. In summary, our study identifies that TOPK regulates the downstream genes of IL-17 signaling pathway to promote neutrophils infiltration in psoriasis.

Keratinocytes-expressed TOPK facilitates psoriasis progression mainly by promoting the recruitment of neutrophils. Previous studies have identified that neutrophils play critical roles in psoriasis pathogenesis and progression. Shao and colleagues reported that activating neutrophils aggregated psoriasis-like manifestations in mice model [17]. It was also found that the ratio of neutrophils vs. lymphocytes was elevated in psoriasis patients [46], and the ratio was closely associated with the severity of psoriasis [47]. Kristian and colleagues found that clinical use of anti-IL-17A antibodies probably targeted neutrophils-released IL-17A to disrupt keratinocytes-neutrophils communication, thereby alleviating psoriatic skin inflammation [48]. Studies reported that neutrophils promote the pathogenesis and development of psoriasis through a number of approaches, which include forming Munro’s microabscess [49], generating neutrophil extracellular traps [50], producing inflammatory cytokines and proinflammatory factors [16, 51], and accelerating innate immune response [52]. Depletion of neutrophils by the neutralizing antibody was found to significantly attenuate the development of psoriasis dermatitis in a murine model of psoriasis [53]. Importantly, in our study, TOPK cko reduced neutrophils infiltration and attenuated psoriasis-like dermatitis in mice. Although biological deletion of neutrophils did not completely abolish the effect of TOPK cko, it greatly diminished the attenuated role of TOPK cko, suggesting that the pro-inflammatory role of TOPK in psoriasis is largely mediated by facilitating neutrophils infiltration. Keratinocytes-expressed TOPK regulated the expression of chemokines to promote neutrophils infiltration, thereby exacerbating psoriasis progression. However, RNA-seq showed that except for neutrophils chemokines, there were several other genes regulated by TOPK, which may also have somewhat promotive effects in the progression of psoriasis.

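Outside the chemokines, the 5 genes with the largest rise in the libraries titled M5_O5 that separated the groups completely were CDH5, DKK3, ASNS, SLCO2A1 and PSAT1, with log2 fold changes from 2.52 for PSAT1 to 3.18 for CDH5. The largest adjusted p-value among them was 0.000113 (edgeR), for ASNS, whose level varied from 2.5 to 8.65 CPM between M5_O5 libraries. CDH5 rests on 3 to 57 reads per library, and its log2 fold change was 1.015 with limma on log2(TPM + 1). The 5 with the largest fall were KRT1 (-2.04), APOBEC3A (-2.04), MMP9 (-1.98), GFPT2 (-1.92) and ESM1 (-1.88). KRT1 depended on M5 replicate 1, with 117 CPM against 20.1 to 47 in the other M5 libraries, and its log2 fold change was -1.28 without that library. APOBEC3A, GFPT2 and ESM1 had at most 42 reads in any library. PBK, which encodes TOPK itself, had 2.98 ± 0.56 CPM (SD, n = 4) in the M5_O5 and 1.22 ± 0.95 (SD, n = 4) in the M5 libraries, a log2 fold change of 1.32 (adjusted p = 0.00738, edgeR). The groups overlapped, since M5 replicate 1 had 2.63 (exact permutation test, p = 0.0571), and the change was 1.98 without that library. STAT3 changed by -0.21 (adjusted p = 0.00646) and RELA, which encodes NF-κB p65, by -0.43 (adjusted p = 0.000656). With library size as the only scaling, the median of all genes rose by 0.13 in place of 0.01 and STAT3 no longer passed (-0.09, adjusted p = 0.134). It did not pass on the TPM scales either (adjusted p = 0.237 and 0.242), and with the trend on expression level removed its change was -0.01 (adjusted p = 0.887). Among the gene lists, those of G2/M and S phase genes rose, with medians of 1.07 over 40 genes and 0.56 over 40 genes, as did serine and one-carbon genes (0.61), ATF4 targets (0.60) and cholesterol synthesis genes (0.27). Basal keratinocyte genes (-0.39) and differentiation genes (-0.36) fell. With the trend on expression level removed the basal list's median was -0.14 (camera, adjusted p = 0.00101), so most of its shift went with that trend. Each of these 7 lists passed under camera and under fry, with adjusted p-values up to 0.00289 and 0.00551. With an estimated correlation between genes, the serine and the basal lists held, and the other 5 did not.

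**Figure D3:**
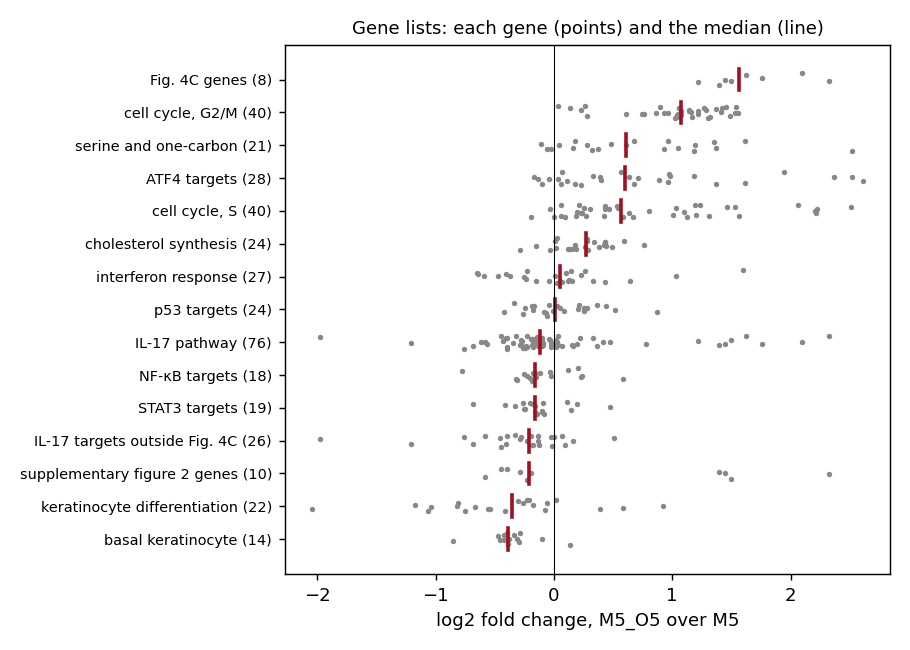
Log2 fold change (M5_O5 over M5, horizontal axis) of each tested gene in 15 gene lists, with the list's median as a red line and the number of genes tested in brackets. The Fig. 4C genes lie between 1.21 and 2.33, and the G2/M list has a median of 1.07.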

## Conclusions

Our study identified a pivotal role of the oncogenic kinase TOPK in contributing to psoriasis progression. Increased expression of TOPK in keratinocytes promoted the progression of psoriasis via regulating neutrophils infiltration. Topical application of TOPK inhibitor alleviated disease progression in already-established psoriasis-like dermatitis in mice. This study highlights the role of keratinocytes-expressed TOPK in psoriasis and proposes that topically targeting TOPK as a potential therapeutic approach for psoriasis treatment.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

Data availability statementThe datasets generated during the current study have been deposited in the GEO datasets at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE253203.

## Abbreviations

TOPK: T-LAK cell-oriented protein kinase
GEO: Gene Expression Omnibus
GSE: Gene Expression Omnibus Series
IHC: Immunohistochemical
RT-RCR: Real-time polymerase chain reaction
CXCL: C-X-C motif chemokine ligand
STAT3: Signal transducer and activator of transcription 3
NF-κB: Nuclear factor kappa-B
AMPs: Antimicrobial peptides
LCN2: Lipocalin-2
MAPKK: Mitogen-activated protein kinase kinase
HUST: Huazhong University of Science and Technology
IL: Interleukin
TNF: Tumor necrosis factor
IMQ: Imiquimod
PASI: Psoriasis area and severity index

# Supplementary material for: The oncogenic kinase TOPK upregulates in psoriatic keratinocytes and contributes to psoriasis progression by regulating neutrophils infiltration
**Source:** Cell Commun Signal. 2024 Aug 1;22:386. doi: 10.1186/s12964-024-01758-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Supplementary figure 1

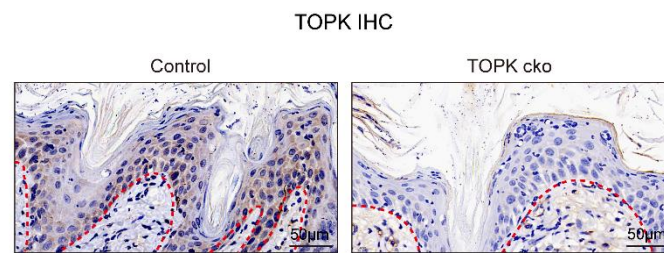

Figure s1. IHC staining of anti-TOPK antibody using the back skin of control psoriatic model mice and TOPK cko psoriatic model mice. Scale bar = 50  $\mu$ m.

# Supplementary material for: The oncogenic kinase TOPK upregulates in psoriatic keratinocytes and contributes to psoriasis progression by regulating neutrophils infiltration
**Source:** Cell Commun Signal. 2024 Aug 1;22:386. doi: 10.1186/s12964-024-01758-9
**Supplement:** Supplementary file 2 — Supplementary Material 2

## Supplementary figure 2

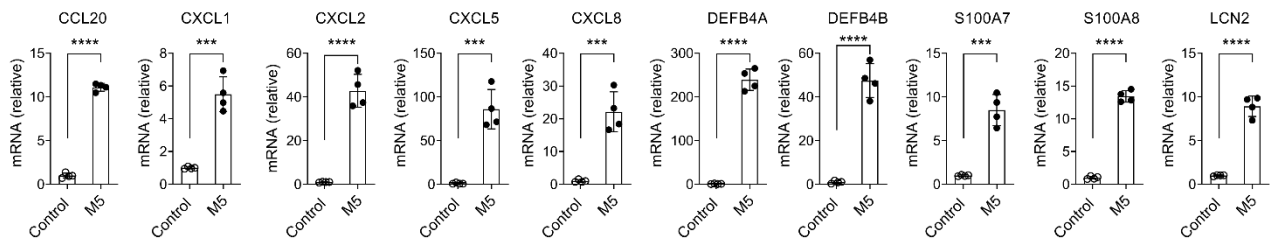

Figure s2. M5 cocktail cytokines induce the upregulation of psoriasis related T cell chemokines, neutrophil chemokines, and antimicrobial peptides in HaCat cells.

How the deposited data were processed for this re-analysis (not part of the article)

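RNA sequencing libraries of 8 HaCaT cultures under M5 stimulation were analysed, 4 titled M5_O5 and 4 titled M5. The titles and the treatment entered for the libraries name opposite groups as treated with OTS514, so groups were compared by title. The comparison of the deposited values with the columns of Fig. 4C, which was made after the values were seen, places the libraries titled M5 in the OTS514 columns, as the entered treatment does.

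The authors filtered the reads, mapped them with HISAT2, counted them with StringTie and deposited an estimated count per transcript that was not normalized, together with TPM and FPKM. The deposited TPM values scale each library to a fixed sum, and the deposited FPKM values divide counts by transcript length and library size. The genome build and the annotation version are not stated in the paper's text. The table lists 86639 RefSeq transcripts with Entrez gene identifiers, of which 4181 are further placements of a transcript. Every column of the table was assigned to a library or to the authors' group means. The estimated counts were fractional in 53.8% of transcript values. They were summed to 17131 genes and rounded. Symbols were taken from the RefSeq gene table of GRCh38.p14, which was used only for names. It matched 17072 identifiers, and the 59 without a symbol held at most 0.0201% of a library's counts. Total counts ranged from 13708055 to 16922693 per library.

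Genes were filtered with edgeR's filterByExpr, which kept 12434. Counts were scaled by TMM (edgeR 4.0.16, R 4.3.3) and compared with the quasi-likelihood test and Benjamini-Hochberg adjustment, with a gene called at an adjusted p-value under 0.05 and a log2 fold change of at least 1 in either direction. Standard errors were derived from the fold change and its F value. The biological coefficient of variation was 7.42%. Gene lists were tested with camera at a preset correlation of 0.01 and with fry (limma 3.58.1), and set against 10000 random lists matched on expression. There were 15 lists, of which those of Fig. 4C and supplementary Figure s2 were copied from the paper and the others were written from general knowledge before the data were examined. Overlap with the IL-17 pathway list was tested with a one-sided Fisher's exact test over the genes tested. Single genes were also compared with two-sided exact permutation tests.

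The genes named were fixed by a rule: PBK, STAT3 and RELA, the 8 genes of Fig. 4C, the 10 genes of supplementary Figure s2, and the 5 genes with the largest change in each direction among called genes with a mean of at least 1 CPM whose groups did not overlap. MMP1 was named after its value was seen.

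On simulated counts for 12434 genes, of which 200 were changed, edgeR recovered 195 and called 4 of the unchanged genes, DESeq2 recovered 196 and called 3, and limma recovered 188 and called 3. A planted list ranked 1 and 0 of 14 unchanged lists passed. The simulated genes were drawn independently and the unchanged lists at random, so this does not test lists whose genes vary together. As many simulated genes were raised as lowered, unlike the called genes of the data. Removing a planted GC trend lowered the calls among unchanged genes from 109 to 3. Replicates were compared by the chi-square of their counts per gene, which was 1 for 2 simulated draws of the same library and lay between 2.01 and 16.25 for the M5 pairs and between 3.02 and 11.15 for the M5_O5 pairs, so all libraries were counted.

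Alternatives were DESeq2 1.42.0, other scalings and filters, limma on log2(TPM + 1) and log2(TPM + 0.1), unadjusted p-values, no fold change threshold, the replicate number as a block, and each library left out in turn. Corrections for GC content, transcript length, expression level and depth were added after the data were seen. GC content and length were known for 96.3% of tested genes. KEGG enrichment was not repeated beyond the IL-17 list, and the RT-PCR, protein, tissue and animal experiments were not analysed here.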

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

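Values were checked for single libraries far from the other 3 of their group in 86 groups, of which 6 stood out, where chance gives about 4.3. The tests on read background, expression level, mixing, the depth of a single library, list responses, read sharing and proliferation were chosen after the results they measure had been seen. All tests of possible explanations were set down after a first look at the comparison.

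M5 replicate 1 gave 4 of the 6. Its level of CXCL1 was 68.98 CPM against 50.61 to 51.33 in the other M5 libraries, and that of IL6 was 10.73 against 6.79 to 7.38. The mean log2(CPM + 1) of the Fig. 4C genes was 4.321 against 3.856 to 3.91, and that of the G2/M genes 3.412 against 2.641 to 2.709. In all of these it lay toward the M5_O5 libraries. This library also had the smallest total. With all libraries thinned to one depth, its mean for the G2/M genes was still 0.706 above that of the highest other M5 library, but thinning by this little hardly moves such a mean, so the test does not decide on depth. A mixture with cells of the other group would move every list by an equal share. Over all tested genes of the lists, the share was 30.4 percentage points larger for cell cycle genes than for the Fig. 4C genes (permutation test over genes, p = 0.021). For each other M5 library, placed against the rest of its group, the same difference was between -20.1 and -8.9. The share was 61.7% for G2/M genes and 6.1% for serine and one-carbon genes, which had -11.5% to 5.6% in the other M5 libraries. It was 4.3% for ATF4 targets, with -7.2% to 2.9% in the others. The mean log2(CPM + 1) of cholesterol synthesis genes was 6.964, against 7.127 to 7.184 in the other M5 libraries. The M5_O5 libraries had 7.336 to 7.356, so here M5 replicate 1 lay away from them. For these lists, the unequal shares argue against a mixture alone. Genes of a list vary together, and a single library excludes nothing. Lower depth, a mixture with some further difference, and a weaker or later response of this culture cannot be told apart here. No batch or date was available to test this library.

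ESM1 in M5_O5 replicate 2 was 0.1149 CPM against 0.6394 to 0.7131 in the other M5_O5 libraries, which rests on 2 reads. The mean log2(CPM + 1) of interferon response genes in M5_O5 replicate 1 was 4.708 against 4.911 to 4.917. No explanation was tested for these, and their number is near what chance gives.

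Signals outside the genes the paper discusses were seen in cell cycle lists, with median log2 fold changes (M5_O5 over M5) of 1.07 for G2/M genes and 0.56 for S phase genes, and in serine and one-carbon genes (0.61) and ATF4 targets (0.60). Of the serine list, 8 of 30 genes are also in another list. The paper's Fig. 4B lists cell cycle and amino acid pathways without discussing them. In 35 splits of the 8 libraries into 4 and 4, 1 gave as many called genes, the real one, and the largest number in any other split was 0. Lower proliferation in the M5 libraries is one candidate source of the chemokine change. In M5 replicate 1, the Fig. 4C genes lay 17.6% of the way to the M5_O5 level and the G2/M genes 61.7%, over all tested genes of each list, but a single library excludes nothing, and the 2 changes cannot be told apart in this design because both follow the groups.

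MMP1 (-1.21) and MMP9 (-1.98), genes of the IL-17 list, were lower in the M5_O5 libraries, opposite to the chemokines. Both groups separated completely for each gene. For MMP9 the log2 fold change was -1.94, -1.97 and -1.89 with the trends on GC content, transcript length and expression level removed, in that order. This argues against these trends as its source. After thinning to equal depth it was -1.99, but thinning by this little hardly moves a fold change, so it does not decide on depth. For MMP1 it was -1.24, -1.22, -0.99 and -1.21 in the same order, so its difference stayed past the p-value threshold (adjusted p up to 6.83e-07, edgeR) and fell just short of the 2-fold threshold with the expression level trend removed. The comparison of the response to M5 as a whole is given among the other observations.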

How the results depend on the processing

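The alternatives were fixed before the data were examined, except the removal of trends on GC content, transcript length and expression level, thinning to equal depth, and the IL-17 test of the genes higher in M5_O5, which were chosen after seeing the data. The hand-written IL-17 list was the only membership tried, since the deposited table annotates no pathways.

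The excess of genes higher in M5_O5 was found under every alternative, from 81.3% of called genes with the expression level trend removed to 95.7% with limma on log2(TPM + 0.1), except without a fold change threshold, where it was 52.5%. All 8 Fig. 4C genes were called under every alternative but the filter of at least 10 counts in every library, which called 7 because CXCL2 was not tested.

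The number of genes lower in M5_O5, 41 in the main comparison, was 80 with DESeq2 and unadjusted p-values, 25 with library size only, 71 with no filter beyond 1 count, 8 with limma on log2(TPM + 1) and 18 on log2(TPM + 0.1). With limma on log2(TPM + 1) 152 genes were called in all, 144 of them higher, since that pseudocount shrinks the change of low genes. Without a fold change threshold 4612 genes were called, 2420 higher and 2192 lower. Across the 8 fits that each left out one library, 380 to 511 genes were called, 334 to 465 higher and 41 to 52 lower, with the highest totals without M5 replicate 1.

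The IL-17 enrichment among lower genes (odds ratio 8.54) no longer passed Fisher's exact test with DESeq2 and unadjusted p-values (5.01, p = 0.0648), with no filter beyond 1 count (5.67, p = 0.0525) or with the expression level trend removed (2.73, p = 0.313). It rests on MMP1 and MMP9 in the main comparison, and passed Fisher's exact test over the 2192 lower genes without a fold change threshold (2.17, p = 0.00216). That among higher genes (4.05) did not pass Fisher's exact test without a fold change threshold (1.02, p = 0.522). Odds ratios also rose. With limma on log2(TPM + 1) they were 10.57 for higher genes (Fisher's exact test, p = 2.58e-06) and 55.64 for lower genes (Fisher's exact test, p = 0.00101). For lower genes the odds ratio was 20.85 with limma on log2(TPM + 0.1) (Fisher's exact test, p = 0.00529) and 14.49 with library size only (Fisher's exact test, p = 0.0101). These rises go with smaller called sets that held the same number of IL-17 genes. Against 41 lower genes in the main comparison there were 8 with limma on log2(TPM + 1), 18 on log2(TPM + 0.1) and 25 with library size only. Against 357 higher genes there were 144 with limma on log2(TPM + 1). Leaving out one library gave odds ratios from 6.61 to 8.5 for lower and 3.05 to 4.68 for higher genes, all past the threshold.

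Of 15 lists, 10 passed under camera, 13 under fry and 3 with an estimated correlation between genes, which assigns more of a list's shift to correlated genes. The 3 were the Fig. 4C, serine and basal keratinocyte lists. Reversals concerned medians near 0. The IL-17 pathway list went from -0.12 to 0.012 with limma on log2(TPM + 1) and 0.013 on log2(TPM + 0.1), scales on which the median of all genes was 0.12 and 0.14, and camera placed it below the other genes on both (adjusted p = 0.0233 and 0.0179). The p53 list went from 0.01 to -0.004 with RLE normalization, to -0.017 after thinning, and ranged from -0.039 to 0.044 with one library left out. With the expression level trend removed, the NF-κB list was 0.019 and LCN2 was 0.042. The cause was not tested. Among named genes, 13 other results were weaker and 2 stronger, and among lists 8 were weaker and 5 stronger.

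The replicate numbers are shared between the groups, and whether they pair the libraries is not known. Same-numbered libraries had correlated deviations of 0.28, 0.17, 0.03 and -0.01. In both groups CXCL8 was highest in replicate 1 and lowest in replicate 2, and LCN2 and S100A7 were lowest in replicate 1. S100A8 was highest in replicate 1 of M5_O5 and lowest in replicate 1 of M5. Pairing is therefore left open. With the replicate block, 400 genes were called, 359 higher and 41 lower, and 11 lists passed. The block changed the call of LCN2 (-0.19, adjusted p = 0.00511) and of the supplementary Figure s2 list, which passed toward higher values (adjusted p = 0.000436), and of no other named gene or list.

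The M5 libraries kept a median of 32.2% of the M5_O5 level over the Fig. 4C genes in TPM and 32.4% in FPKM. The mean of these genes in the M5_O5 libraries was 6.2 as log2(TPM + 1), 4.3 as ln(TPM + 1) and 1.87 as log10(TPM + 1). The low counts of CXCL2, 3 to 12 reads in the M5 libraries, limit the precision of its fold change.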

Differences from the paper's values

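If the titles of the libraries are taken as they read, with M5_O5 as the OTS514 group, 357 genes were upregulated against the paper's 55, and 41 were downregulated against the paper's 378. None of the alternatives set before the data were examined closed this gap. DESeq2 gave 374 and 57, DESeq2 with unadjusted p-values 456 and 80, and limma on log2(TPM + 1) 144 and 8.

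If the treatment entered for the libraries is taken, with M5 as the OTS514 group, 41 genes were upregulated and 357 downregulated, within 1.5 times the paper's values. DESeq2 with unadjusted p-values, as the methods word the threshold, gave 80 and 456, and DESeq2 with adjusted p-values gave 57 and 374, both within 1.5 times the paper's values. Of the other alternatives, library size only (25 upregulated), at least 10 counts in every library (30 and 242), limma on log2(TPM + 1) (8 and 144), limma on log2(TPM + 0.1) (18 upregulated) and no fold change threshold (2192 and 2420) lay further from the paper's values than that.

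The paper gives all 8 genes of Fig. 4C as downregulated by OTS514. By title they were higher in the libraries named M5_O5, with log2 fold changes from 1.21 to 2.33, and by entered treatment they were lower with OTS514. The values of Fig. 4C, read from its colours against its colour bar, are on the scale of log2(TPM + 1). For CXCL8 the control columns average about 8.6 in Fig. 4C, and the libraries titled M5_O5 average 8.56. The OTS514 columns average about 7.1 in Fig. 4C, and the libraries titled M5 average 7.07.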

Other observations

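The tests on the direction against the titles, on expression level, read background, list responses and read sharing were chosen after the result was seen. The tests of GC content, transcript length, depth and other splits of the libraries were set down before their results.

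The excess of genes higher in the M5_O5 libraries was examined for technical sources. Of called genes, 89.7% were higher, and the same share, 89.7%, was higher with each library's GC content trend removed. It was 90.1% with the transcript length trend removed and 88.3% with all libraries thinned to equal depth. The median log2 fold change fell with expression, from 0.245 in genes under 2 log2 CPM to -0.113 in genes at 6 and over. With this trend removed the share was 81.3%, so the trend may account for part of the excess and not for all of it. Of the 398 called genes, 301 were still called then. Reads spread evenly over genes, sized from the 3263 genes with a mean under 2 counts, would add 0.33% of the median excess of the genes called higher. Apart from thinning, the tests argue against these as the whole source, and an effect of the treatment remains as a hypothesis. Thinning could hardly move the share, since the group medians of total counts were already close, at 16317786 and 16145584.

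The lower chemokines in the M5 libraries were set against other genes that M5 or its transcription factors would move. If these libraries had a lower response to M5 as a whole, IL-17 targets outside Fig. 4C would be lower in them too, but their median log2 fold change (M5_O5 over M5) was -0.209, which is higher in the M5 libraries, with 5 of 26 genes above 0. It ranged from -0.26 to -0.09 over the alternatives. Of this list, 19 of 30 genes are also in another list. The study chose the Fig. 4C genes on these libraries because they changed. Leaving them out therefore takes genes lower in the M5 libraries off the list beforehand, and the test does not decide on the response as a whole. The IL-17 pathway list, which holds all 8, had a median of -0.12 with 25 of 76 genes above 0. The medians of the NF-κB and STAT3 target lists lay at percentiles of 16.22 and 12.0 among random lists matched on expression. A lower output of the listed genes in the M5 libraries would place them near the top. Neither list holds a Fig. 4C gene, so these percentiles do not decide on the output of NF-κB or STAT3 as a whole. With the expression level trend removed the NF-κB median was 0.019. Reads moved between paralogs would leave the summed CXCL counts unchanged, but these differed by 1.45 on the log2 scale, with 468.9 CPM or more in each M5_O5 library and 272.9 or fewer in each M5 library. CXCL8 and CXCL1 weigh most in the sum, so it does not decide on read sharing for CXCL2, whose counts were low. A selective change of these chemokine genes is a hypothesis that these tests leave open. Phosphorylation of STAT3 and NF-κB p65, which the paper measured by western blotting, cannot be seen in RNA.

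All 8 Fig. 4C genes were lower in every library titled M5. Either the titles of the groups are exchanged or the treatment raised these genes, and the 2 cannot be told apart from the counts, since both give the same values. The columns of Fig. 4C, in all 8 genes, and the treatment entered for the libraries both take the libraries titled M5 as treated. Only the titles read otherwise, which argues for exchanged titles.

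The 5 lists that did not pass under camera were the IL-17 pathway list (median -0.12, adjusted p = 0.133), the NF-κB targets (median -0.16, adjusted p = 0.136), the p53 targets (median 0.01, adjusted p = 0.972), the interferon response genes (median 0.05, adjusted p = 0.455), and the supplementary Figure s2 list, whose median was -0.21 (adjusted p = 0.187) with 4 of its 10 genes called higher. This list passed under fry (adjusted p = 0.0401) and under camera without M5_O5 replicate 2 (adjusted p = 0.0473), in each case toward higher values in M5_O5, against its median, since its 4 chemokines changed far more than its other 6 genes. The IL-17 and NF-κB lists passed toward lower values under fry (adjusted p = 0.00702 and 0.0277).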
